A study of Mus musculus with 2 samples. Its data were reported in "Generation of developmentally competent oocytes and fertile mice from parthenogenetic embryonic stem cells" (2021).

How the data were processed

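RNA-seq was performed on mouse primordial germ cells (PGCs), the embryonic precursors of oocytes and sperm, taken from C57BL/6 embryos at embryonic day 9.5 and enriched with an antibody against the surface antigen SSEA1. Both samples belong to 1 group, the E9.5 PGCs, and are numbered replicate 1 and replicate 2 by their titles. The methods describe the embryos as female. They describe cDNA synthesis by Smart-seq2, a protocol that amplifies full-length cDNA from few cells, whereas the sample labels name a different library kit, so the chemistry of the libraries is uncertain. Libraries of other stages and of cultured cells, against which the study set these PGCs, were not analysed here.

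The authors aligned clean reads to the mouse genome mm10 with Hisat2, counted reads per gene with featureCounts and deposited the expression of each gene as TPM (a relative transcript abundance, the reads per base of gene length scaled to a fixed total in every library). Versions, the gene annotation, strand handling and the treatment of reads that map to several places or genes are not stated. TPM is a relative unit: a few abundant or very short genes lower the values of all others, and the number of reads behind a value is not given. The table held 18877 gene symbols, of which 17 had been turned into dates by a spreadsheet program and were left unnamed. The 2 columns summed to 998792 and 998955 TPM, which is 1208 and 1045 TPM short of the full total, and the genes holding the rest were not analysed here. The table held 1474 genes at 0 in both libraries, and it held no column of other samples.

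Gene symbols were matched to GENCODE release M21 on GRCm38, the same assembly as mm10. A single gene identifier was found for 18748 symbols and 129 had none. Multiplying the deposited TPM by the summed exon length of each gene showed that the low values were whole multiples of 1 amount per library. That amount was found by a grid search and taken as 1 read. Among values under 50 reads, 96.7% in replicate 1 and 95.8% in replicate 2 came within 0.02 of a whole number, against 4% by chance. The recovered totals were 15912468 reads in replicate 1 and 5458672 in replicate 2. Any read that the authors' counting gave to several genes would be included once for each. Recovered reads were used for depth, for exact 95% Poisson intervals, and for the limit of a zero, set at 3 reads. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules.

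Values were analysed as log2(TPM + 1), a scale that understates differences between low genes. With 1 group of 2 libraries no test between groups was possible, and p-values across genes were not computed because genes are not replicates. Each gene list was summarised by its median in each library, with the mean ± SD of both medians. It was placed as a percentile among 10000 random lists of the same size drawn from the table. Of the genes in the table, 12679 were annotated as protein-coding, and nearly all list members were. A percentile can thus partly reflect gene type, and no protein-coding background was computed for the lists. The difference between paternally and maternally expressed lists was placed among 10000 random divisions of the pooled genes. X-linked genes were compared with autosomal genes at a mean TPM of at least 1. The median difference between replicates of each list was placed among 10000 random lists matched on mean expression in 20 bins. A difference between the libraries describes those libraries. Counting noise was simulated by 100 Poisson draws of both libraries from shared gene rates. Read recovery and the matched lists were tested on simulated data for 18748 genes. All simulated read counts (100%) were recovered in both libraries. Of lists of 20 genes with a 2-fold change, 10 of 10 were above the central 95% of random lists, and 4 of 100 unchanged lists were outside it. The simulation held counting noise only, below the observed spread, and took changed genes from those with at least 100 reads. It thus does not give the power in these libraries. Its TPM were built from the same exon lengths used for recovery, so it could not test the annotation.

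Gene lists (early PGC markers, later germ cell markers, imprinted genes, the DNA methylation machinery, housekeeping genes and 8 sets of markers of other cell types), the alternatives and the rule for naming genes were written before the data were examined. The study's own list of early PGC markers was not used here. The rule named every member in the table of a list of 10 or fewer, the 4 highest and 4 lowest members of a longer list, the imprinted genes and germ cell markers that the study names in its text, the 5 genes with the highest mean TPM, and the 5 genes that rose and the 5 that fell most between replicates at a mean TPM of at least 10. The alternatives were a pseudocount of 0.1, filters on mean TPM, other detection thresholds, another scaling of the libraries, another choice of imprinted genes and leaving out each replicate. The alternatives based on recovered reads, on thinning and on protein-coding genes were chosen after seeing the data. Values of some single genes that the rule covers are not reported here. Members of a list without a row in the table were not analysed here, and each median covers the members that had one. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.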

Results

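Transcriptomes of E9.5 PGCs were measured in 2 biological replicates to describe the expression of germ cell marker genes and imprinted genes in PGCs that develop in the embryo. Values are TPM by the authors, given for each gene as the mean ± SD of both replicates, and coordinates are on GRCm38 (mm10) with GENCODE M21 annotation. The depth recovered from the table was 15912468 reads in replicate 1 and 5458672 in replicate 2, a ratio of 2.92, where any read assigned to several genes would be counted for each. At a TPM of at least 1, 12887 genes were detected in replicate 1 and 12616 in replicate 2 (mean 12752 ± 192, SD, n = 2), and 11329 genes were detected in both. The detection threshold moved this count most, to a mean of 7323 genes at a TPM of at least 5. When replicate 1 was thinned to the depth of replicate 2, on average 12614 genes with recovered reads reached a TPM of 1, compared with 12807 before thinning and 12525 in replicate 2.

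Global expression of both replicates was compared first. Across all 18877 genes, Pearson's r of log2(TPM + 1) was 0.960 and Spearman's rho was 0.90. These are correlations across genes within 1 pair of libraries, and genes are not independent replicates. A pseudocount of 0.1 lowered Pearson's r to 0.904. More than 2-fold differences on the log2(TPM + 1) scale were found in 1924 genes (10.2%), of which 813 were higher in replicate 2 and 1111 were higher in replicate 1. Among genes with at least 100 reads in both replicates together, 240 differed more than 2-fold and Pearson's r was 0.985. The libraries were not the same library deposited under both titles: over 11115 genes with at least 50 reads in total, chi-square per gene was 10.8, where sampling noise alone gives about 1. This excludes only a repeated sequencing of 1 library. Both were treated as separate replicates because their titles number them so.

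**Figure D1:**
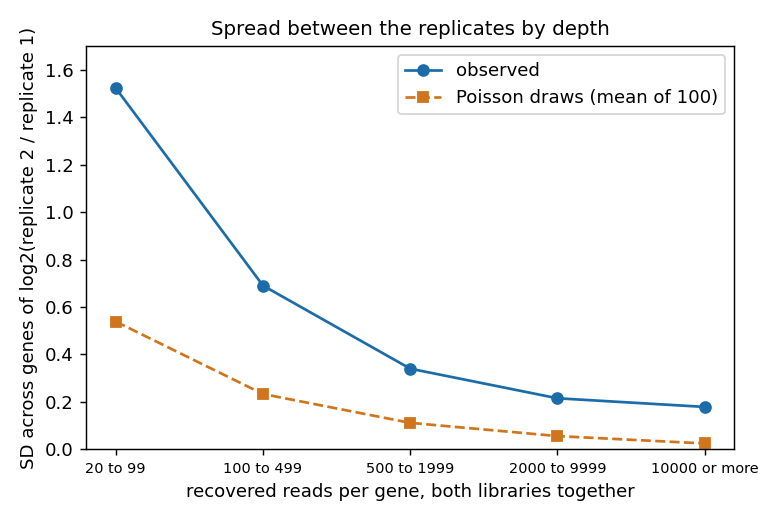
Standard deviation across genes of the log2 ratio of replicate 2 to replicate 1 (vertical axis) by the recovered reads per gene in both libraries together (horizontal axis), observed (circles) and in 100 Poisson draws (squares, mean). The observed spread fell from 1.52 at 20 to 100 reads to 0.18 at 10000 reads or more, and lay above the Poisson spread in every bin, 0.54 and 0.03 in the same 2 bins.

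The spread between replicates depended on depth. For genes with at least 20 and fewer than 100 reads in total, the SD of the log2 ratio was 1.52, compared with 0.54 in Poisson draws. For genes with at least 2000 and fewer than 10000 reads it was 0.22, compared with 0.06. Values of genes with few reads are thus the least certain below. The 5 genes that fell most between replicates at a mean TPM of at least 10 were all small RNA genes listed at 0 in replicate 2. They were Gm23187 (95.4 TPM and 78 reads in replicate 1), Snord8 (42.1 TPM and 44 reads), Gm25920 (29.8 TPM and 28 reads), Snord45c (26.3 TPM and 20 reads) and Gm27718 (25.7 TPM and 21 reads). The 5 that rose most were all annotated as miRNA genes and listed at 0 in replicate 1, with 60.9 TPM for Mir7219 (11 reads), 47.7 TPM for Gm44311 (11 reads), 33.2 TPM for Gm26050 (7 reads), 29.9 TPM for Mir20b (8 reads) and 27.2 TPM for Mir29c (8 reads) in replicate 2.

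The genes with the highest mean TPM included a germ cell and pluripotency gene. The highest mean value belonged to the processed pseudogene Gm12338 (chromosome 11, 75599763 to 75599954), at 30308 ± 5119 TPM (SD, n = 2). The mitochondrial gene mt-Cytb followed at 28993 ± 5053 TPM, and Dppa5a (chromosome 9, 78367052 to 78368177) at 21079 ± 340 TPM. The other two were Gm26377 (chromosome 9, 78478528 to 78478635) at 19881 ± 793 TPM and Gm27597 (chromosome 11, 98029413 to 98029492) at 13138 ± 322 TPM, both annotated as miRNA genes, of 108 and 80 bp. Gm26377 and Gm27597 overlap same-strand exons of Eef1a1 and Rpl19, so reads of these longer genes can be counted at them. Genes with fewer than 200 exonic bases held 13.8% ± 0.399 of TPM and 0.965% ± 0.0737 of recovered reads (SD, n = 2).

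Early PGC marker genes were highly expressed in both replicates. All 27 markers reached a TPM of at least 1 in both libraries. Their median was 5.25 on the log2(TPM + 1) scale in replicate 1 and 5.11 in replicate 2 (mean 5.18 ± 0.0950, SD, n = 2), above the medians of all 10000 random lists in each replicate, while the median of all genes was 1.89 and 1.85. With a pseudocount of 0.1 the mean was 5.14. Dppa3 (chromosome 6, 122626410 to 122630272) was highest at 5044 ± 44.1 TPM, followed by Rhox5 (named by the study among maternal genes) at 2323 ± 147, Ifitm1 at 1953 ± 68.4 and Ifitm3 at 1545 ± 37.8 TPM. Ifitm1 and Ifitm3 are related genes that lie close together on chromosome 7. Any reads they share would make both values uncertain, and their shared sequence was not measured. Among the pluripotency genes, Sox2 was at 126 ± 28.8 TPM and Nanog at 23.7 ± 3.84 TPM. Pou5f1, which encodes Oct4 (chromosome 17, 35506018 to 35510772), was the lowest marker at 1.5 ± 0.0570 TPM. Its value rested on 33 reads in replicate 1 (exact Poisson 95% interval 1.06 to 2.17 TPM) and 11 in replicate 2 (0.731 to 2.62 TPM). The other low markers were Lin28a at 2.58 ± 0.373, Itgb3 (encoding CD61) at 6.43 ± 0.591 and Tfcp2l1 at 6.67 ± 0.958 TPM.

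Genes typical of later germ cells were expressed at a wider range of levels. Of 20 genes, 19 were in the table and 15 reached a TPM of at least 1 in both replicates. The median was 2.86 in replicate 1 and 3.56 in replicate 2 (mean 3.21 ± 0.495, SD, n = 2), at the 90.7th and 98.7th percentile of random lists. Both medians were the value of 1 gene, Syce3 (33 reads in replicate 1 and 20 in replicate 2). Their rise does not describe the list, since 13 of 19 members were lower in replicate 2. The list median was lower than the median of the early markers by more than the spread between replicates. Dazl (chromosome 17, 50279395 to 50293636) was highest at 121 ± 9.83 TPM, followed by Sycp3 at 107 ± 15.0, Slc25a31 at 51.9 ± 15.7 and Hormad1 at 42.2 ± 3.19 TPM. Ddx4, which encodes Vasa, was at 18.5 ± 3.87 TPM. The meiotic genes Stra8 (0.487 ± 0.219 TPM) and Dmc1 (0.983 ± 0.870 TPM) were among the lowest, with Taf7l at 0.277 ± 0.204 and Tex101 at 1.57 ± 1.20 TPM. Replicate 2 held 2 reads for Stra8, 3 for Dmc1, 1 for Taf7l and 4 for Tex101, and their exact Poisson 95% intervals overlapped there. In replicate 1 they had 11, 37, 9 and 38 reads. The interval of Tex101 (1.71 to 3.31 TPM) lay above those of Stra8 (0.320 to 1.15 TPM) and Taf7l (0.193 to 0.801 TPM), and that of Dmc1 (1.13 to 2.20 TPM) lay above that of Taf7l.

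**Figure D2:**
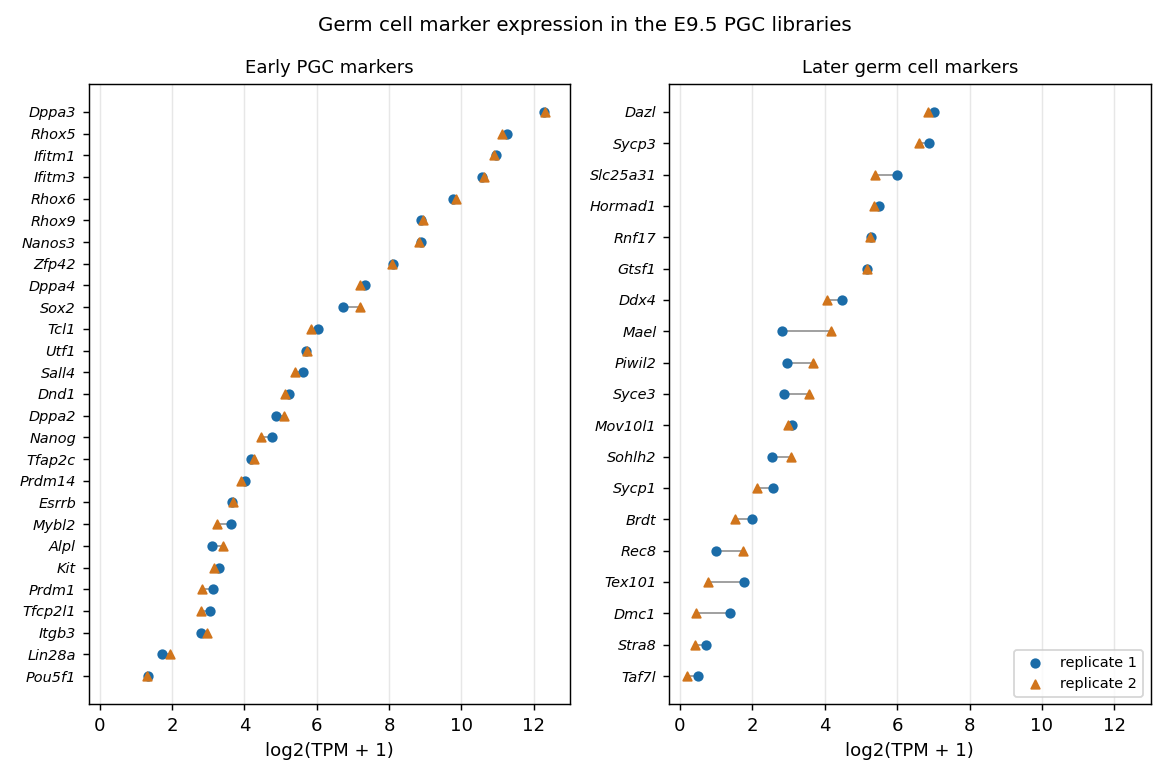
Expression as log2(TPM + 1) (horizontal axes) of 27 early PGC markers (left) and 19 later germ cell markers (right), 1 gene per row, in replicate 1 (circles) and replicate 2 (triangles), joined by a line. Dppa3 is highest and Pou5f1 lowest among the early markers, and Dazl is highest among the later ones.

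Imprinted genes, described as expressed from 1 parental allele, were divided by the allele listed as expressed. The study states that erasure of imprints begins in migrating PGCs, so expression from 1 allele was not assumed for these cells. Allele-specific expression was not measured in this table. Of 30 maternally expressed genes, 20 were in the table, with a median of 2.59 in replicate 1 and 2.51 in replicate 2 (mean 2.55 ± 0.0580, SD, n = 2), at the 84.3rd and 84.0th percentile of random lists. Phlda2 (chromosome 7, 143501545 to 143503150) was highest at 1203 ± 36.9 TPM, followed by Commd1 at 60.5 ± 4.11, Cdkn1c at 18.1 ± 0.862 and Nap1l4 at 15.9 ± 1.54 TPM. The lowest were Klf14, listed at 0 in both replicates, Ascl2 with 4 reads in replicate 1 and 0 in replicate 2, Zim1 at 0.528 ± 0.195 TPM and Blcap at 1.22 ± 0.358 TPM. For Klf14, 0 reads allow up to 0.103 TPM in replicate 1 and 0.294 TPM in replicate 2. The study also names maternal genes outside this highest and lowest set. Of these, Rhox5 was in the early PGC list and not in the imprinted list. H19 (chromosome 7, 142575529 to 142578143) was at 3.97 ± 0.621 TPM, Igf2r at 2.97 ± 1.10, Grb10 at 5.09 ± 0.0734 and Slc22a18 at 10.1 ± 0.340 TPM.

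Of 30 paternally expressed genes, 24 were in the table, with a median of 1.90 in replicate 1 and 2.17 in replicate 2 (mean 2.03 ± 0.190, SD, n = 2), at the 50.6th and 71.2nd percentile. The highest were Snurf at 122 ± 6.65, Snrpn at 53.0 ± 3.99, Mcts2 at 48.0 ± 5.22 and Impact at 41.1 ± 13.5 TPM. Snurf lies within Snrpn on the same strand, so their reads can be shared. Mest was at 17.5 ± 0.460 TPM and Igf2 (chromosome 7, 142650766 to 142666816) at 2.05 ± 0.318 TPM. The lowest were Dio3 with 1 read in replicate 1 and 0 in replicate 2, Airn with 24 reads and 0, Sgce at 0.452 ± 0.201 TPM and Zdbf2 at 0.975 ± 0.626 TPM. Airn overlaps Igf2r on the opposite strand, and whether the counting used strand is not stated.

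The median of paternally expressed genes minus that of maternally expressed genes was -0.70 in replicate 1 and -0.34 in replicate 2 (mean -0.52 ± 0.248, SD, n = 2). These differences were at the 17.9th and 34.2nd percentile of 10000 random divisions of the same genes, within the central range of chance divisions in each replicate. Restricting both lists to the genes named by the study reversed the direction, to a mean of 1.75 for Igf2, Snrpn, Mest, Impact and Sgce against H19, Slc22a18, Grb10 and Igf2r. Rhox5, which the study also names as maternal, was not in that comparison. The difference between the lists was therefore not distinguishable from the choice of genes.

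**Figure D3:**
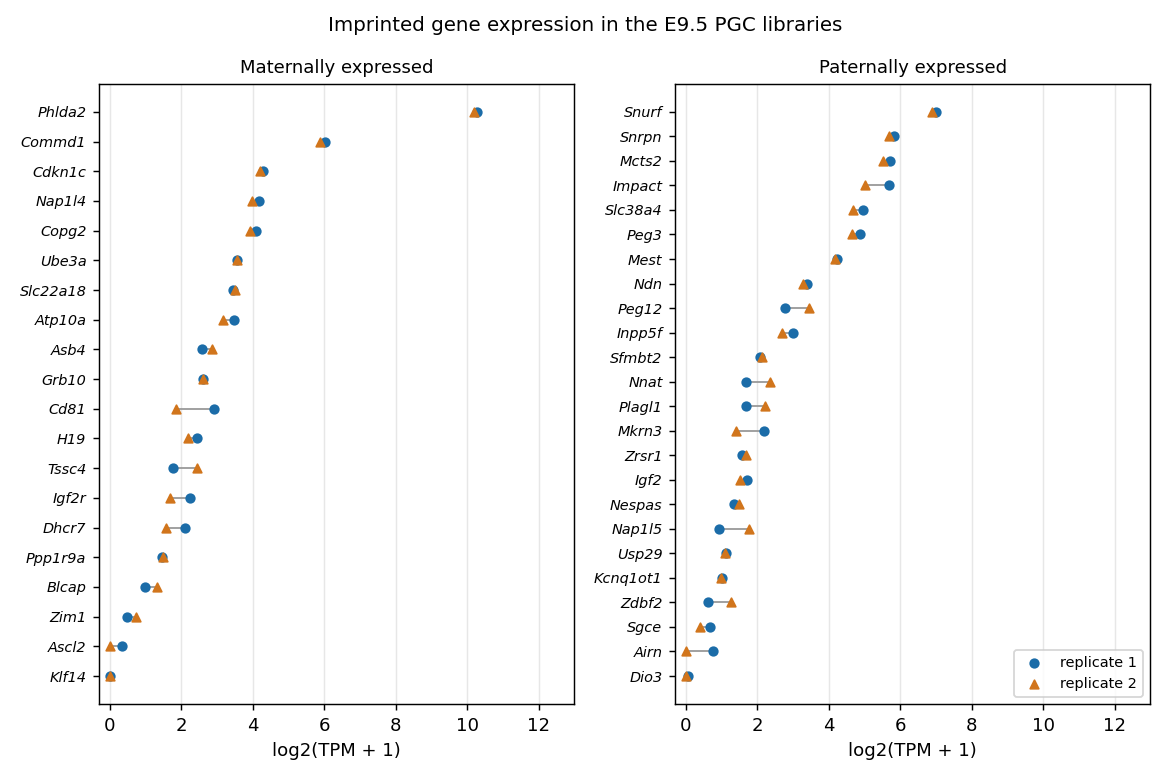
Expression as log2(TPM + 1) (horizontal axes) of 20 maternally expressed (left) and 24 paternally expressed (right) imprinted genes, 1 gene per row, in replicate 1 (circles) and replicate 2 (triangles), joined by a line. Phlda2 at 1203 TPM stands far above the other maternally expressed genes, and the list medians are 2.55 and 2.03.

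X-linked expression was compared with autosomal expression among genes at a mean TPM of at least 1. The median of 516 X-linked genes exceeded that of 12249 autosomal genes by 0.26 in replicate 1 and 0.30 in replicate 2 (mean 0.28 ± 0.0265, SD, n = 2). The X median was at the 99.1st and 99.6th percentile of 10000 random autosomal lists of the same size. Of 19 autosomes, 2 had a higher median than the X chromosome in replicate 1 and 1 in replicate 2. The difference depended on the filter: with all genes it was -0.012. No library with a different X-chromosome state was analysed here, so these values do not give the number of active X chromosomes.

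Sex-linked transcripts were examined because the embryos are described as female. Of the Y-linked genes listed beforehand, Ddx3y and Uty were in the table and both were detected in both replicates. Ddx3y (Y chromosome, 1260771 to 1286629) was at 7.32 TPM with 362 reads in replicate 1 (exact Poisson 95% interval 6.59 to 8.12 TPM) and 5.35 TPM with 93 reads in replicate 2 (4.32 to 6.55 TPM), which was 4.49% and 3.61% of its X-linked paralog Ddx3x. Uty (Y chromosome, 1096861 to 1245759) was at 1.47 TPM with 137 reads and 1.13 TPM with 37 reads, 20.2% and 16.7% of its X-linked paralog Kdm6a. Of the genes around the X-inactivation centre, Xist (X chromosome, 103460366 to 103483254) was at 0.818 ± 0.0942 TPM with 128 and 53 reads, Tsix at 0.936 ± 0.0712 TPM and Ftx at 1.18 ± 0.283 TPM. Xist and Tsix overlap on opposite strands.

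The DNA methylation machinery was also examined, as a list of DNA methyltransferases, enzymes of demethylation, the cofactor Uhrf1 and the histone methyltransferases Ehmt1 and Ehmt2, of which 8 of 11 genes were in the table. Their median was 1.76 in replicate 1 and 1.7 in replicate 2 (mean 1.73 ± 0.0367, SD, n = 2), at the 42.6th and 42.1st percentile of random lists. Dnmt1 was at 19 ± 0.180 TPM and Tet1 at 15.8 ± 2.20 TPM. The de novo methyltransferases were lower, with Dnmt3a at 2.68 ± 0.589 and Dnmt3b at 0.676 ± 0.286 TPM. Uhrf1 was at 2.20 ± 0.0697, Ehmt1 at 3.23 ± 0.859, Ehmt2 at 1.37 ± 0.449 and Tet2 at 0.466 ± 0.0424 TPM.

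Markers of other embryonic cell types were examined as a possible background of the enriched fraction. Their values do not show whether the transcripts came from other cells or from PGCs. Erythroid markers were the exception among the 8 lists, with a median of 8.09 in replicate 1 and 7.89 in replicate 2 (mean 7.99 ± 0.139, SD, n = 2) over 7 of 9 genes. The embryonic globins Hba-x (2198 ± 188 TPM), Hbb-y (976 ± 69.8 TPM) and Hbb-bh1 (254 ± 24.5 TPM) were abundant. Hba-a1 was at 440 ± 8.55 and Hba-a2 at 17 ± 3.14 TPM, and these near-identical genes can share reads. Klf1 was at 0.920 ± 0.911 TPM. The other lists held 2 to 5 genes in the table. Their medians were 1.81 ± 0.557 for macrophage, 1.48 ± 0.180 for neural, 1.16 ± 0.405 for visceral endoderm, 0.99 ± 0.0800 for gonadal epithelium, 0.65 ± 0.562 for endothelial, 0.59 ± 0.372 for mesenchyme and 0.15 ± 0.208 for gut endoderm markers (SD, n = 2). The endothelial median rested on 1 library, at 1.04 in replicate 1 and 0.25 in replicate 2. The macrophage gene Fcer1g was the highest gene of these lists at 8.56 ± 3.39 TPM. The other macrophage genes were Csf1r at 3.15 ± 1.60 TPM, Tyrobp at 2.17 ± 1.17 and C1qb at 0.580 ± 0.820 TPM. The neural genes Pax6, Nes and Tubb3 were at 3.55 ± 0.00145, 1.80 ± 0.349 and 1.37 ± 0.103 TPM. The visceral endoderm genes Rbp4, Apom, Apoa1 and Afp were at 3.53 ± 3.16, 1.30 ± 0.665, 1.06 ± 0.897 and 0.422 ± 0.596 TPM. Genes of the gonadal epithelium were at 1.60 ± 0.277 for Emx2, 1.14 ± 0.0971 for Wt1, 1.02 ± 0.145 for Lhx9, 0.173 ± 0.136 for Gata4 and 0.0248 ± 0.0351 TPM for Nr5a1. The endothelial genes Emcn, Tek, Kdr and Cldn5 were at 1.06 ± 1.5, 0.965 ± 0.467, 0.508 ± 0.484 and 0.329 ± 0.166 TPM. The mesenchymal genes Col3a1, Twist1, Pdgfra and Col1a2 were at 1.23 ± 0.241, 1.10 ± 0.270, 0.476 ± 0.466 and 0.356 ± 0.144 TPM, and Lum was listed at 0 in both replicates. Of the gut endoderm genes, Foxa1 was listed at 0 in both and Foxa2 had 4 reads in replicate 2 only. The housekeeping genes had a median of 7.77 ± 0.20 (SD, n = 2) and ranged from 7.75 ± 0.0724 TPM for Tbp to 1952 ± 23.3 TPM for Eef1a1. Gapdh was at 12.4 ± 2.66, Actb at 105 ± 7.02, Hprt at 453 ± 95.1, Rplp0 at 830 ± 54.5 and Ppia at 985 ± 43.1 TPM.

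Finally, 13 lists were compared between the replicates. The median difference (replicate 2 minus replicate 1, log2) was -0.05 for early PGC markers, -0.17 for later germ cell markers, -0.08 for maternally expressed and -0.09 for paternally expressed imprinted genes, each within the central 95% of matched random lists. The same held for the DNA methylation machinery at 0.05, and for erythroid markers at -0.17, endothelial markers at -0.58 (lower in replicate 2 in 4 of 4 genes), mesenchyme markers at 0.22 (higher in 4 of 5 genes and lower in 0), gonadal epithelium markers at -0.07 and neural markers at 0.09. Of the 13 lists, 3 fell outside it. Chance gives 0.65 for independent lists with continuous percentiles, which lists of few genes near 0 do not have, so 3 is not read as an excess. Macrophage markers were lower in replicate 2 in 4 of 4 genes (median -0.79, percentile 1.90). Visceral endoderm markers were higher in 3 of 4 genes (median 0.76, percentile 98.5). The gut endoderm list (median 0.29, percentile 99.4) decides nothing, since it rests on 4 reads of Foxa2 in replicate 2 and its other gene was listed at 0 in both replicates. Lists this small were not tested on simulated data. Most genes of these 3 lists had fewer than 10 reads in replicate 2. For later germ cell markers and paternally expressed genes, the list medians given above were higher in replicate 2, opposite in sign to their median differences. Of their members, 13 of 19 and 16 of 24 were lower in replicate 2.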

Values the study reported

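The study reported that 1000 cells per sample entered the RNA-seq libraries, which were sequenced with 150-bp paired-end reads. Between PGC-like cells induced from parthenogenetic and from fertilized embryonic stem cells, libraries that were not analysed here, the study gave an R2 of 0.70 for gene expression. Its threshold for differential expression was a 2-fold change at a corrected P value of 0.05.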

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

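Alternatives were computed for 31 results and gave 115 values. Of these, 32 left out 1 replicate, which with 2 libraries cannot move a mean beyond its SD and says nothing about stability, and 4 were identical to the reported value. The limit for the rest was the SD between replicates for a level, 1.5 times for a count, the SD of matched random lists for a list difference, and the 95% interval across genes for Pearson's r. Of the other 79, 46 stayed within this limit, 31 moved beyond it and 2 reversed. The levels of Ddx3y, Uty and Xist had no alternative. The alternatives that used recovered reads, thinning or protein-coding genes were chosen after seeing the data. No paired analysis was possible because both samples belong to 1 group. The gut endoderm list had no member at a mean TPM of at least 1, so that alternative gave no value.

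The reversals were of the paternal minus maternal level, which was 1.75 with only the imprinted genes the study names, and of the X to autosome level, which was -0.012 with all genes. The first compares only some members of the same lists. The cause of the second was not tested. The paternal minus maternal level was -0.15 with members at a mean TPM of at least 1 and -0.21 as a mean over members. The X to autosome level was 0.32 with a pseudocount of 0.1 and 0.13 at a mean TPM of at least 5.

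A pseudocount of 0.1 lowers every low value by construction. It gave medians of 2.31 for maternally and 1.67 for paternally expressed imprinted genes, 1.27 for the DNA methylation machinery, -0.80 for endothelial, -0.82 for mesenchyme, 0.12 for gonadal epithelium, -2.67 for gut endoderm, 0.39 for visceral endoderm and 0.92 for neural markers. Keeping members at a mean TPM of at least 1 drops low genes by construction. It gave 2.89 for maternally and 2.74 for paternally expressed genes, 1.97 for the DNA methylation machinery, 8.39 for erythroid, 1.11 for mesenchyme and 1.11 for gonadal epithelium markers.

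Genes detected fell to a mean of 7323 at a TPM of at least 5. Pearson's r between replicates was 0.904 with a pseudocount of 0.1, 0.949 for genes at a mean TPM of at least 1, 0.983 for genes with at least 10 reads in each replicate and 0.985 for genes with at least 100 reads in both together. Genes more than 2-fold apart numbered 4468 with a pseudocount of 0.1, 356 with at least 10 reads in each replicate and 240 with at least 100 reads in both together. The filter on each replicate removes genes because they differ, so its values are biased by construction. The median difference between replicates with a pseudocount of 0.1 was -1.38 for endothelial, 1.30 for gut endoderm and 1.39 for visceral endoderm markers. Only Emcn of the endothelial markers had a mean TPM of at least 1, and its own difference was -1.64. The gonadal epithelium difference changed sign under that filter, within its spread. Each library divided by its median ratio moved no list difference beyond its spread.

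Leaving out each replicate gave endothelial medians from 0.25 to 1.04, mesenchyme medians from 0.33 to 0.85, visceral endoderm medians from 0.88 to 1.45 and a paternal minus maternal level from -0.70 to -0.34. Depth limits the low genes: replicate 1 had 2.92 times the recovered reads of replicate 2, so low values of replicate 2 rest on fewer reads.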

Other observations

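Of the tests in this part, those on the spread above counting noise, on short genes, on genes of at least 1000 exonic bases and on genes inside exons were chosen after the results were seen. No explanation that needs a comparison between groups was tested, since both libraries belong to 1 group.

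The replicates differed more than 2-fold in 1899 genes with recovered reads. Counting noise was not the whole cause, since Poisson draws gave a mean of 393 such genes (331 to 433 in 100 draws). A trend of the difference on gene length and GC content decided nothing: 1296 of 1305 genes at a mean TPM of at least 1 stayed more than 2-fold apart after its removal, but it was too weak to move many genes and cannot capture a larger spread in both directions. The genes named in the report as rising and falling most had 54 to 110 exonic bases. A larger spread at short genes only was not the whole cause, since 785 genes of at least 1000 exonic bases were more than 2-fold apart, against at most 18 in the Poisson draws. An effect of GC content on the spread stays open. If every gene varied between the samples in the same proportion, chi-square per gene would grow with reads. From the bin of 20 to 100 reads to that of 500 to 2000 reads it grew 1.68 times while mean reads grew 20.5 times, which argues against this as the whole cause in that range. It rose further, from 8.88 to 15.1 at 2000 to 10000 reads and 79.0 at 10000 reads or more. Several reads per captured molecule is a candidate explanation below 2000 reads, where the observed spread was 2.83, 2.96 and 3.04 times the Poisson spread in the bins from 20, 100 and 500 reads. The multiple was 3.83 at 2000 to 10000 reads and 7.12 at 10000 reads or more, so other variation between the samples stays open for genes from 2000 reads.

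Short genes were among the highest TPM values. Genes under 200 bp held 13.8% of TPM and 0.965% of reads, but division by a short annotated length fixes this direction for any short genes, so it decided nothing. Reads of longer overlapping genes could also contribute. Genes overlapping a same-strand exon of another gene were 418 of 1254 short genes (33.3%) and held 49.0% ± 2.45 (SD, n = 2) of their TPM. This is more than their share of genes. The counts do not show whether a read came from RNA of the short gene or of the longer one, so the explanation stays open. Gm26377 lies in Eef1a1 and Gm27597 in Rpl19. Of 300 short genes wholly inside a same-strand exon of another gene, 57 had at least 10 reads in both replicates, which argues against a counting that discards reads over more than 1 gene. Whether such a read was counted at 1 gene or at several was not tested.

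Ddx3y and Uty were above 0 in both libraries although the embryos are described as female. Reads shared with the X-linked paralog are argued against: the percent of 100-base stretches also in the X-linked paralog was 0 for Ddx3y and 0 for Uty. At 31 bases it was 0.832 and 1.35. Ddx3y held 362 and 93 reads and Uty 137 and 37 in replicates 1 and 2, which argues against libraries of female cells only. No source of these reads other than the X-linked paralog was tested. The share of cells from male embryos was not measured, and Xist was at 0.818 TPM.

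Pou5f1 was at 1.5 TPM, below the other early PGC markers. Reads lost to overlapping annotated genes are unlikely to account for it, since 14.1% of its exonic bases overlap another gene. For reads counted at near-identical copies no test was possible: no annotated gene shared at least 20% of its 31-base stretches, so the multiple of 0 was fixed in advance, and copies outside the annotation stay open. Gapdh was at 12.4 TPM. Overlap covered 1.65% of its exonic bases, which argues against overlap. Its copies held 4.12 times its own reads over 10 genes in the table, so reads counted at near-identical copies may lower its value.

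Globin transcripts were abundant in both libraries. A candidate source is erythroid cells or their RNA in the sorted fraction. On a second erythroid list of 18 genes, fixed before its values were seen, 10 of the 13 in the table reached a TPM of at least 1 in both replicates, at percentiles of 93.8 and 85.0. Fewer than 80% of the second list was in the table. Several lists whose medians are given above, the first erythroid list (77.8%) among them, were also under that share. The highest members of the second list, Prdx2 at 172 ± 1.99 and Alad at 104 ± 13.7 TPM, are also expressed by many other cell types. The source of the globin transcripts therefore cannot be told apart from expression in PGCs.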
